A study of Mus musculus with 947 samples. Its data were reported in "Characterizing expression changes in noncoding RNAs during aging and heterochronic parabiosis across mouse tissues" (2023).

How the data were processed

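Noncoding RNA was measured by small RNA sequencing in 2 mouse cohorts. The aging cohort, the Tabula Muris Senis (TMS) mice, gave libraries of 16 tissues at 10 ages from 1 to 27 months, with both sexes up to 21 months and males alone at 24 and 27 months. The parabiosis cohort gave libraries of 6 tissues from surgically joined male mice that share a circulation. Its groups are isochronic young (IY), heterochronic young (HY), heterochronic aged (HA) and isochronic aged (IA). Age, sex and tissue were taken from the labels, and sequencing plate and pool from the deposited annotation. The parabiosis groups were read from the ages of the partners that share a pair number in their titles, and they match the deposited group of all 176 libraries. In the aging cohort 2 columns were not used, because the number, sex or age in their names differs from that of the library the annotation pairs them with. That left 769 of 771 libraries. The adipose tissues are brown (BAT), gonadal (GAT), mesenteric (MAT) and subcutaneous (SCAT).

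The deposited values are a signal per RNA and library in reads per 1000000 mapped reads (rpmm), made by the authors from single-end reads that they mapped and assigned to miRNAs, tRNA fragments, piRNAs, snoRNAs, snRNAs, rRNAs, scaRNAs and lncRNAs with the miRMaster pipeline. The authors left out libraries under 2 M aligned reads (M for 1000000) and kept RNAs of at least 1 rpmm in at least 1 library. Each value is divided by the aligned reads of its library, so a library that spends more reads on 1 RNA class has fewer for the others. The values of a library sum to more than 1000000 in most libraries, so they are not parts of 1 total. The reads behind the values were recovered by taking the smallest value above 0 in a library, miRNAs left aside, as 1 read. With a tolerance of 0.05 reads, on values of up to 1000 reads, 100% of the values of RNAs other than miRNAs were then whole in both cohorts. For miRNAs, which can hold fractions of a read where several precursors share them, the share was 99.0% in the aging cohort and 98.8% in the parabiosis cohort. The recovered reads served for the depth and for the test on reads.

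Only RNAs past a local filter were compared, a minimum of 1 rpmm in 10% or more of a tissue's libraries. That left 5495 RNAs in at least 1 tissue, 885 of them miRNAs, and 8849 pairs of a miRNA and a tissue. Log2 values used a pseudocount of 1 rpmm, so a log2 fold change on that scale understates the change of an RNA at low levels. The files hold 393 RNAs whose values equal those of another RNA in every library, and their values were left as deposited. RNA classes other than miRNA, tRNA and piRNA, and the positions of precursor genes, were taken from GENCODE release 21 (GRCm38), an older annotation than the one the study used. Of the 7883 RNAs of the aging cohort, 6281 were matched by transcript, 196 by gene name and 1355 by their own name, and 51 were matched to no class. The parabiosis cohort had 5248 RNAs, of which 39 were matched to no class. Of the 615 miRNAs tested in at least 5 tissues, 582 had a precursor gene in it.

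Choices of test, threshold, groups and named miRNAs were made before the data were examined, except where stated. The share of each RNA class was taken over the rpmm left after the local filter. Shares were compared between tissues by the Kruskal-Wallis statistic with 100000 label shuffles. Correlation with age was Spearman's rho over all libraries of a tissue, called at rho above 0.5 or below -0.5 as in the study, with a two-sided permutation p from 100000 shuffles and Benjamini-Hochberg adjustment within the tissue. Pearson's r of log2(rpmm + 1) with age stands beside it. The smallest p these shuffles can give is 1e-05. A miRNA called in the same direction in at least 5 tissues was counted as global. For the variance shares, 1000 shuffles were drawn, which give no p under 0.000999.

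Differences between groups were tested with limma, by a linear model per miRNA and tissue with a moderated spread that follows the mean level (eBayes with trend). In the aging cohort age was a factor and each later age was compared with 3 months wherever both ages had at least 3 libraries. The contrast of 21 with 3 months is called AGE. Sex was compared at 1 to 21 months with age as a factor. In the parabiosis cohort the contrasts were HA minus IA (REJ), HY minus IY (ACC), IA minus IY and HA minus HY. Calls needed an adjusted p under 0.05 within tissue and contrast. Beside it stands a ratio and p criterion, a ratio of mean rpmm over 3/2 or under 2/3, as in the study, with the unadjusted p of limma under 0.05, where the study used t-tests, and for the aging cohort the ratio alone. Counts of these calls over several tissues are of pairs of a miRNA, or tRNA fragment, and a tissue. The same miRNA can therefore count in several tissues. For miR-29c-3p in liver an exact permutation test of the mean log2 level was used where the groups had fewer than 10 libraries. The named miRNAs were the 8 global miRNAs named by the study and miR-29b-3p, those called here in at least 5 tissues, the largest rho in each direction in a tissue, up to 3 miRNAs per direction and contrast by adjusted p, and miR-107-3p in BAT.

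Mapped reads per library had a median of 20.1 M in the aging cohort, from 2.29 M in liver at 9 months (replicate 19) to 166.9 M in marrow at 24 months (replicate 12). The parabiosis cohort also had a median of 20.1 M, from 9.20 M in MAT (IY replicate 16A) to 47.6 M in kidney (HY replicate 2B). At 20.1 M mapped reads a level of 1 rpmm rests on about 20 reads. Reads carry no molecular identifiers, so counting error is the least error these levels can have. Class shares of single libraries rest on at least 2.29 M mapped reads, and no binomial interval is given for them, since the values of most libraries sum to more than their mapped reads.

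The alternatives were miRNA-read scaling (each library rescaled to the same sum of miRNA rpmm), median-ratio scaling over miRNAs, a pseudocount of 0.1 or 10, no local filter, a mean of at least 10 rpmm, males only, no 1-month libraries, no 24- and 27-month libraries, sex removed, other thresholds, adjustment over all RNAs, only the groups compared in the fit, the spread without trend, the mean of isochronic partners as 1 replicate, the pair as a block, and each library left out in turn. Others were chosen after seeing the data: the sequencing plate, the pool or the set of 12 title numbers as a batch, identical RNAs counted once, edgeR quasi-likelihood tests on the recovered reads, miR-216a-5p as a covariate in MAT, brain without title numbers 25 to 36, the libraries closest to another tissue left out, and a Welch t-test on rpmm in place of the limma p of the ratio and p criterion.

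The title of each library of the aging cohort ends in a number that counts the libraries of its tissue. Sets of 12 consecutive numbers, starting at 1, were defined after seeing the data and served as a batch beside the 10 plates, which 12 libraries lack. Values within batches are rank correlations after the batch means of the ranks were removed. Pairs in the parabiosis cohort were read from the number in the title, which the partners share.

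Labels were checked with tissue marker miRNAs and with Xist. All 12 tissue markers had their highest median in the labelled tissue, but not in every library of it. Replicate 02 of pancreas at 3 months had 0.122 rpmm of miR-216a-5p and 0 of miR-217-5p, where pancreas had medians of 4237 and 1638 rpmm, and replicate 24 of skin at 21 months had 1.97 rpmm of miR-205-5p, where skin had a median of 17791 rpmm, and 81424 rpmm of miR-122-5p. In small intestine replicate 49 of 21 months had 984 rpmm of miR-194-5p, against a median of 15786 rpmm. Each library was then compared, by rank correlation over miRNAs, with the median levels of each tissue, the library itself left out. In 10 of 769 libraries of the aging cohort and 3 of 176 of the parabiosis cohort another tissue was closest. These were skin 24 of 21 months (liver), pancreas 02 and spleen 01 of 3 months (small intestine), bone 37 of 21 months (SCAT) and 44 of 27 months (heart), MAT 33 (SCAT), 31 and 53 (GAT) of 27 months and 54 of 9 months (GAT), SCAT 56 of 1 month (GAT), and MAT IY 10A, IY 16B and HA 5A (GAT). They were kept, and left out in an alternative. miR-122-5p had a median of 108491 rpmm in liver against 89.1 rpmm in GAT, the next tissue, and miR-124-3p had 107614 rpmm in brain against 342 rpmm in MAT. A second list held blood and marrow miRNAs, written before the test. Of these miR-223-3p, miR-451a, miR-144-3p and miR-486a-5p were highest in marrow, with medians of 10217, 23594, 6957 and 28.9 rpmm, and miR-142a-3p and miR-150-5p in spleen, with 22782 and 5618 rpmm. Xist is read poorly by small RNA libraries. Its median was higher in females in 15 of 16 tissues, with overlap between the sexes in each, so it checks the sex labels of groups and cannot test a single library. No library had the same reads as another in any of 2159 pairs compared.

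The tests were tested on simulated data, with 200 miRNAs changed by a log2 fold change of 1 in libraries drawn at the sizes and spreads measured. limma recovered 77.5% of them for HA against IA in GAT, 65.5% for 21 against 3 months in liver and 22.5% for the same ages in brain, and edgeR recovered 71.5%, 60.5% and 16.5%. With a log2 fold change of 2, limma recovered 92%, 95.5% and 81.5%. False calls by limma made up 1.50% to 4.76% of its calls where miRNAs had been changed. With no miRNA changed, each tool made between 0 and 1 call. The simulated errors were independent between miRNAs, without shifts that the miRNAs of a real library can share. In random splits of the real libraries over all tissues, 21 against 3 months gave a median of 37 limma calls and up to 533. HA against IA gave a median of 0 and up to 165. The simulated shares of false calls can therefore be too low for the real data. For the correlation test the 200 changed miRNAs were made to follow age, with a median rho of 0.818 in liver, 0.821 in BAT and 0.812 in brain. It recovered 100% of these and called 0 of the others. Such rho values lie far above the threshold for a call, so this cannot tell how weaker trends fare. With age shuffled in the real libraries, the correlation test made a median of 3 calls and up to 75 over all tissues.

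The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and edgeR 4.0.16.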

Results

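The aging cohort gave 769 libraries of small RNA from 16 tissues, between 31 of BAT and 56 of marrow, 553 of them from males and 216 from females. Groups of 1 tissue and 1 age held 1 to 6 libraries, with a median of 5. The parabiosis cohort gave 176 libraries from 30 male mice in 7 heterochronic and 8 isochronic pairs, with 30 libraries each of GAT, heart, limb muscle and liver, 29 of kidney and 27 of MAT. Its groups held 6 to 8 libraries per tissue. The aged partners were 19 months old, the young heterochronic partners were 4 months old, and the isochronic young mice were 3 or 4.5 months old, so IY mixes 2 ages. Median depth was 20.1 M mapped reads in both cohorts.

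The first question was whether tissue outweighs age and sex. Tissue accounted for 63.2% of the sum of squares of log2 levels over all filtered RNAs (permutation p 0.000999, the smallest that 1000 shuffles can give). The share for miRNAs only, the alternative that moved it most, was 78.4%. Age accounted for 1.03% (permutation p 0.72) and sex for 0.0898% (permutation p 0.70), each over all tissues together and without separating the tissues first, so the differences between tissues can hide both. For miRNA levels within single tissues, age passed in 9 of 16 tissues, with a median share of 24.9% against 18.7% in shuffles. Sex passed in 4 of 16, with 3.02% against 2.09% (permutation, adjusted over 16 tissues). In the same test the set of 12 title numbers passed in 11 of 16, with 15.0% against 8.30%. The plate passed in 6 of 16, with 25.1% against 17.9%. The share of each of the 8 RNA classes differed between tissues (Kruskal-Wallis permutation p 1e-05 for each class, the smallest possible, and the same after adjustment over 8 classes). Over the 769 libraries rRNA made up 27.2% ± 16.5 (SD) of the signal, miRNA 19.5% ± 10.5, snRNA 15.0% ± 11.5, snoRNA 14.01% ± 8.29, tRNA 12.8% ± 11.3 and lncRNA 11.4% ± 5.85. These shares are of the summed signal, which in most libraries exceeds 1000000 rpmm. Divided by mapped reads, miRNAs summed to a mean of 364695 rpmm per library. The miRNA share had its highest median in heart, at 34.6%, and its lowest in pancreas, at 4.75%, where rRNA had a median of 75.5%. These values depend on RNAs that share the same values. With identical RNAs counted once, miRNA made up 27.2% ± 12.5 and rRNA 13.0% ± 11.7, and the miRNA median was highest in heart still, at 45.3%, and lowest in bone, at 11.04%, with 12.2% in pancreas and an rRNA median there of 46.6%.

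Class shares were then followed over the lifespan in each tissue. Of 128 pairs of a class and a tissue, 2 passed the adjusted threshold, both in bone. The tRNA share of bone fell with age (rho -0.560, permutation p 8e-05, adjusted p 0.0102, Pearson r -0.557 with permutation p 0.0001, n = 48), and r was -0.520 without the 2 libraries farthest from the median age. Within sets of 12 title numbers rho was -0.556 and within plates -0.543, with adjusted p 0.0128 and 0.102. The scaRNA share of bone rose (rho 0.4931, permutation p 0.0005, adjusted p 0.032, Pearson r 0.4925 with permutation p 0.00049), with r 0.450 without the 2 farthest libraries, rho 0.569 within sets and 0.490 within plates, the last with adjusted p 0.102. No pair passed with plate means removed, and 6 pairs passed with identical RNAs counted once, the alternative that moved the count most.

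In brain the snRNA share split by title number. The 12 libraries with numbers 25 to 36 had 61.3% ± 5.29 (SD) snRNA, from 52.4% to 67.6%, and the other 39 brain libraries had 10.1% ± 1.68, from 7.40% to 13.8%. All 12 of the highest libraries fell in that set (shuffle p 1e-05, the smallest possible). The set includes 2 of 4 libraries at 3 months and none at 12 or 18 months. Age means of the brain snRNA share ran from 9.56% at 12 months to 36.4% at 3 months, in step with the share of libraries of that set at each age. Age means of the brain miRNA share ran from 16.3% to 28.2%. In kidney the 9 libraries with numbers 1 to 12 had 56.5% ± 6.66 snRNA against 17.2% ± 4.35 in the other 42. In BAT the miRNA share had age means from 4.09%, in 1 library at 6 months, to 24.7% at 27 months, and rRNA from 31.2% to 52.04%.

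**Figure D1:**
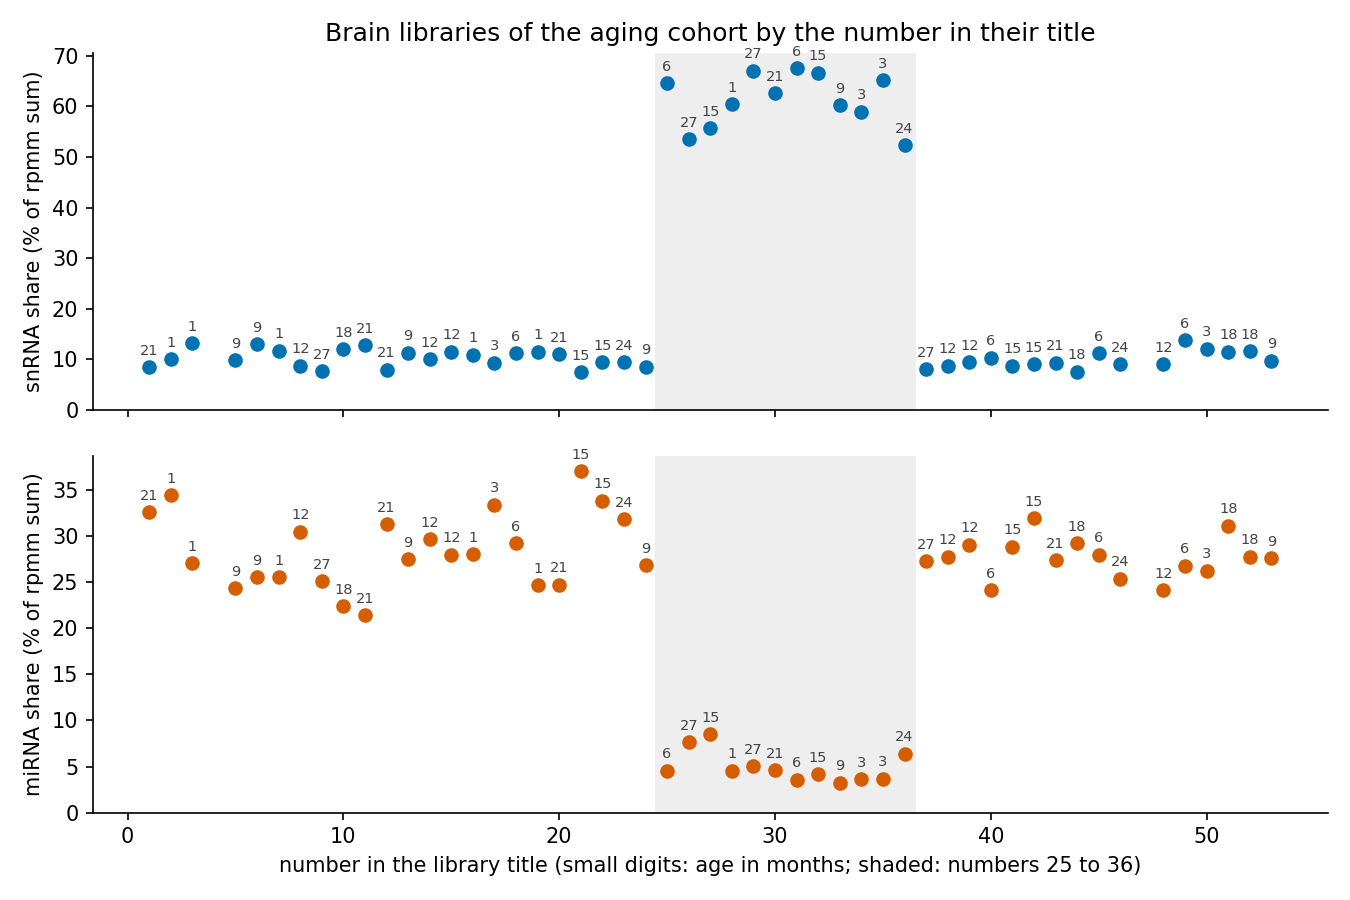
Share of signal (percent) of snRNA, above, and miRNA, below, in each of the 51 brain libraries against the number in its title, with the age in months written at each point and numbers 25 to 36 shaded. The 12 shaded libraries sit between 52.4% and 67.6% snRNA and the other 39 between 7.40% and 13.8%, at every age present.

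Levels of 885 miRNAs were correlated with age in each tissue, 8849 tests in all. Past the threshold of 0.5 in absolute rho were 713, of which 332 rose and 381 fell. The count that moved most was 1594, with adjusted p under 0.05 in place of the rho threshold. In 100 shuffles of age within tissue the median count was 3 and the highest 75. Positive calls prevailed in BAT (80 against 2), liver (50 against 1), MAT (38 against 2), bone (34 against 8), marrow (22 against 8) and kidney (13 against 0). Negative calls prevailed in limb muscle (90 against 2), skin (72 against 3), SCAT (66 against 7) and spleen (54 against 7). GAT had 40 positive and 42 negative calls. Brain had 1, positive, but 1 positive and 55 negative in males only. It had 4 and 27 with miRNA-read scaling, 4 and 29 with median-ratio scaling and 5 and 24 with set means removed. With plate means removed, or without the 24- and 27-month libraries, it had 5 positive and 0 negative. The direction depended on the scaling. With miRNA-read scaling, 834 calls split into 252 positive and 582 negative, and with median-ratio scaling 819 split into 314 and 505. Of the tissues with more positive calls, bone had 10 positive and 50 negative and kidney 10 and 11 with miRNA-read scaling, and BAT had 7 and 10, MAT 21 and 24 and bone 27 and 25 with median-ratio scaling. Limb muscle, skin, SCAT and spleen had more negative calls with both scalings. Without the 24- and 27-month libraries 677 split into 246 and 431, and without the 1-month libraries 465 split into 265 and 200. The latter gave 5 positive and 5 negative calls in spleen, 3 and 16 in skin and 35 and 6 in GAT. Many of the negative calls there therefore depend on the 1-month libraries. Limb muscle had 1 and 79 and SCAT 1 and 65. Removing the means of the sets gave 875 calls (475 positive, 400 negative), and removing the means of the plates gave 682 (332 and 350). Without the 10 libraries whose miRNA profile was closest to another tissue there were 732 (311 and 421), with 23 positive and 3 negative in MAT and 7 and 16 in pancreas, where all libraries gave 6 and 6. Of 144 pairs of a tissue with 1 of the 8 global miRNAs of the study or miR-29b-3p, 93 passed when adjusted over these pairs alone and 82 when adjusted over all miRNAs of the tissue. The study chose the 8 on these libraries, so the first count is not independent evidence.

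**Figure D2:**
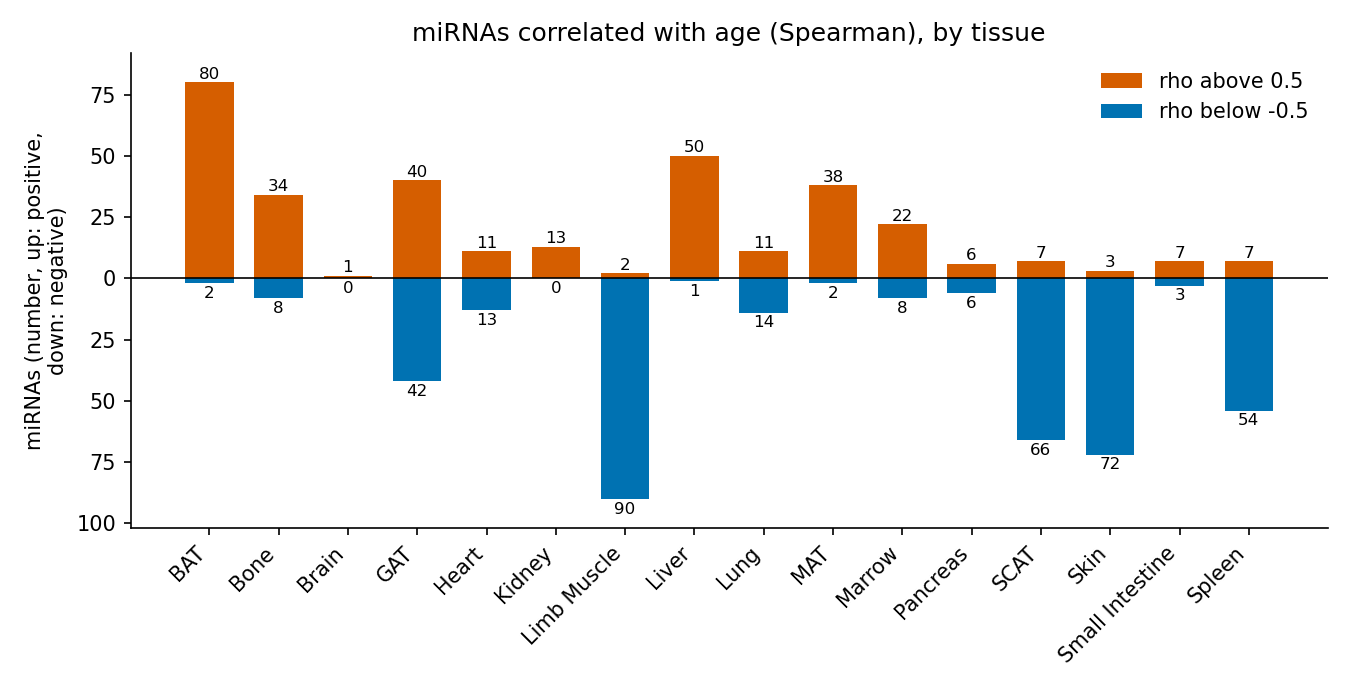
Number of miRNAs whose rpmm correlates with age at rho above 0.5 (bars up) or below -0.5 (bars down) in each of 16 tissues. BAT has 80 positive calls and limb muscle 90 negative calls.

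The largest positive rho in GAT was that of miR-155-5p (rho 0.846, permutation p 1e-05, the smallest possible, adjusted p 0.000869 within the tissue, n = 37), with Pearson r 0.822 (permutation p 1e-05) and 0.794 without the 2 libraries farthest from the median age. Within sets rho was 0.853 and within plates 0.854. Its mean rose from 86.2 rpmm at 3 months to 234 rpmm at 21 months. In liver the largest was miR-741-3p (rho 0.853, permutation p 1e-05, adjusted p 0.000135, n = 52), with Pearson r 0.839 (permutation p 1e-05), 0.814 without the 2 farthest libraries, and rho 0.862 within sets and 0.862 within plates. The mean was 0.146 rpmm at 3 months (0.0914 without replicate 20) and 13.96 rpmm at 21 months (8.67 without replicate 10). The most negative rho in limb muscle was that of miR-434-3p (rho -0.840, permutation p 1e-05, adjusted p 8.5e-05, n = 47), with Pearson r -0.817 (permutation p 1e-05), -0.816 without the 2 farthest libraries, and rho -0.836 within sets and -0.828 within plates. Its mean was 59.2 rpmm at 3 months and 5.03 rpmm at 21 months. In marrow miR-298-5p fell (rho -0.805, permutation p 1e-05, adjusted p 0.000355, n = 56), with Pearson r -0.806 (permutation p 1e-05), -0.803 without the 2 farthest libraries, and rho -0.800 within sets and -0.759 within plates. The brain call was miR-1895 (rho 0.763, permutation p 1e-05, adjusted p 0.00659, n = 51), with Pearson r 0.783 (permutation p 1e-05), 0.764 without the 2 farthest libraries, and rho 0.784 within sets and 0.735 within plates.

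A miRNA called in the same direction in at least 5 tissues was counted as global. There were 18 such miRNAs, 5 positive and 13 negative, against at most 0 in 100 shuffles. Age was shuffled within tissue, and tissues of the same mouse are not independent, so these shuffles may give too few. The count moved most, to 85, with the adjusted p in place of the rho threshold. Positive were miR-29a-3p in 8 tissues, miR-155-5p and miR-1895 in 7 each, and miR-184-3p and miR-29c-3p in 6 each. The family member miR-29b-3p was called in 3. Negative were miR-296-5p and miR-298-5p in 7 tissues and miR-541-5p in 6. In 5 tissues each fell miR-127-3p, miR-296-3p, miR-299a-3p, miR-300-3p, miR-337-5p, miR-382-5p, miR-411-5p, miR-487b-3p, miR-540-5p and miR-665-3p. All 5 positive and 12 of the 13 negative miRNAs were also called within sets, and 5 and 8 within plates. With miRNA-read scaling 42 miRNAs were global (7 positive, 35 negative), with all 18 among them, and with median-ratio scaling 43 (11 and 32), with 17 of the 18 among them. Without the 1-month libraries 4 were global, 3 positive and 1 negative. Without the libraries closest to another tissue 21 were global, 5 positive and 16 negative, all 18 among them, with miR-29a-3p in 6 tissues and miR-29c-3p in 5. The precursors of miR-29a and miR-29c lie on chromosome 6 (31062660 to 31062747) and chromosome 1 (195037547 to 195037634) of GRCm38, that of miR-155 on chromosome 16 (84714140 to 84714204), and those of miR-300, miR-487b and miR-541 on chromosome 12 (from 109724313 to 109742498).

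Calls in a single tissue were counted among 368 miRNAs tested in every tissue. Of these, 42 were positive in BAT alone and 9 negative in limb muscle alone, and a difference from the other tissues was not tested. In BAT 11 of the 80 positive calls remained with miRNA-read scaling and 7 with median-ratio scaling. The study names miR-107 in BAT without its arm. For miR-107-3p rho was 0.533 (permutation p 0.00224, adjusted p 0.0264, n = 31), with Pearson r 0.423 (permutation p 0.0176), 0.463 without the 2 farthest libraries, and rho 0.555 within sets and 0.417 within plates. Its rho was 0.261 with miRNA-read scaling, under the threshold. Its mean was 118 rpmm over the 2 libraries at 3 months (63.7 without replicate 50) and 658 rpmm at 21 months.

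Each later age was compared with 3 months in 15 tissues, BAT having too few libraries at 3 months. limma called 1745 of 63126 comparisons, 799 higher and 946 lower. Its largest shift, to 814, came with a mean of at least 10 rpmm. By age there were 159 calls at 6 months, 83 at 9, 80 at 12 and 254 at 15. There were 231 at 18, 300 at 21, 93 at 24 and 545 at 27 months. Of the 545, 212 were in MAT, whose 3 libraries of that age were all closest to another tissue. Limb muscle had 547 calls (16 higher, 531 lower), liver 365 (357 and 8), skin 274 (15 and 259) and MAT 247 (169 and 78), and no other tissue had more than 82. With the set as a covariate there were 1972 calls (1181 higher) and with the plate 2049 (1482 higher), a shift to higher calls in both. Without the libraries closest to another tissue there were 1666 (642 higher, 1024 lower), with 343 in skin and 63 in spleen, where all libraries gave 18. MAT had 53. There all 3 libraries of 27 months were left out, so that age, with 212 of the 247 MAT calls, could not be compared. The lower MAT count therefore does not show whether calls at other ages rest on these libraries. Leaving out 1 library at a time gave 1567 (skin, 3 months, replicate 22) to 2227 (SCAT, 3 months, replicate 16). Each tissue has its own fit, so the rise from 1745 to 2227 lies in SCAT, where all libraries gave 28. The order of the tissues therefore depends on single libraries. By the ratio of means alone, without a test, brain had 422 miRNAs past 3/2 or 2/3 at 12 months (408 higher) and 438 at 18 months (427 higher). Without title numbers 25 to 36 these were 80 (51 higher) and 146 (98 higher). At 12 months the count was 216 without brain replicate 34 of 3 months and 239 without replicate 35, both of that set, and 574 without replicate 50. With miRNA-read scaling the 12-month count was 164 (90 higher, 74 lower) and the 18-month count 214 (149 and 65), and with median-ratio scaling they were 149 (49 and 100) and 151 (37 and 114), so the direction turned with median-ratio scaling only.

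For 21 against 3 months (AGE) limma called 300 of 7779 pairs of a miRNA and a tissue, over 14 tissues. Of these 174 were higher and 126 lower. Limb muscle had 98 (3 higher, 95 lower), small intestine 73 (68 and 5) and liver 44 (42 and 2). The alternative that moved it most, to 125 (82 and 43), was the filter with a mean of at least 10 rpmm. Males alone gave 174 (75 higher, 99 lower) and median-ratio scaling 430 (183 and 247), so the prevailing direction over all tissues depended on both. Without the libraries closest to another tissue there were 328 (166 and 162). miRNA-read scaling shifted all miRNAs of a tissue by -1.05 (kidney) to 0.18 (heart) on the log2 scale, with -0.48 in liver, -0.26 in limb muscle and -0.81 in pancreas. In limb muscle miR-412-5p was lower by a log2 fold change of -3.01 ± 0.23 (SE, adjusted p 3.68e-14) and miR-543-5p by -2.46 (adjusted p 2.39e-12). miR-1895 was higher in pancreas by 3.26 ± 0.57 (SE, adjusted p 0.000204), at 46.6 ± 20.1 against 4.47 ± 2.88 rpmm (SD), or by 2.79 (adjusted p 0.00307) without replicate 02 of 3 months, which lacked pancreas markers, and in MAT by 2.47 ± 0.41 (adjusted p 0.00017), with 1 of 13 alternatives above the threshold in MAT (adjusted p 0.127). In liver miR-465a-3p was higher by 4.32 ± 0.81 (SE, adjusted p 0.000386), at 69.4 ± 71.4 rpmm (SD, n = 5) against 0.80 ± 0.48 rpmm (n = 6). Without replicate 17 of 21 months, at 177 rpmm, the mean was 42.5 rpmm and the log2 fold change 3.73 (adjusted p 0.00295). Of 3087 pairs of a tRNA fragment and a tissue tested in the same contrast 41 were called, 31 higher and 10 lower. There were 18 higher in small intestine, 13 higher in brain, 8 lower in heart and 2 lower in bone. Their direction turned with the scaling, to 3 higher and 174 lower with miRNA-read scaling, the alternative that moved the count most. Single libraries also decided this count. It was 163 without replicate 54 of pancreas at 3 months, 64 without replicate 50 of brain at 3 months and 62 without replicate 01 of GAT at 21 months. In spleen it was 133, 121, 68 and 121 without replicates 06, 11, 17 and 29 of 3 months, and 133 and 132 without replicates 09 and 21 of 21 months. In small intestine it was 23 without replicate 07, 11 or 24 of 3 months, 23 without replicate 45 or 49 of 21 months, and 74, 82 and 65 without replicates 02, 37 and 44 of 21 months. edgeR called 432 miRNAs, 273 of them also called by limma, and 102 tRNA fragments (92 higher).

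Males were compared with females at 1 to 21 months. limma called 396 of 8849 pairs of a miRNA and a tissue, 230 higher and 166 lower in males. Of these 156 were in skin, 69 in SCAT, 60 in GAT, 45 in liver and 32 in limb muscle. Among the alternatives, the largest shift was to 185 with a mean of at least 10 rpmm. There were 470 (223 higher, 247 lower) with miRNA-read scaling. In GAT miR-196a-2-3p was lower in males by a log2 fold change of -3.40 ± 0.18 (SE, adjusted p 1.3e-17), at a mean of 0.871 rpmm in 20 males and 16.7 rpmm in 13 females. In SCAT miR-31-3p was lower by -3.27 (adjusted p 1.64e-16), and in liver miR-1948-5p was higher by 1.95 (adjusted p 2.12e-12).

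In the parabiosis cohort the age difference between isochronic pairs, IA against IY, gave 261 limma calls of 3211, 110 higher and 151 lower. Heart had 96, limb muscle 72, GAT 39, kidney 29, liver 25 and MAT 0. Its largest shift was to 71 (23 and 48) with the mean of both partners as 1 replicate, and it was 158 with the pool as a covariate. Leaving out 1 library gave 196 (heart, IA, replicate 9B) to 386 (MAT, IY, replicate 16A). As each tissue has its own fit, the rise from 261 to 386 lies in MAT, where all libraries gave 0. Under the ratio and p criterion 488 miRNAs passed (172 higher, 316 lower), which with miRNA-read scaling became 454 (235 and 219). HA against HY, the partners of heterochronic pairs, gave 315 calls (177 higher, 138 lower), with 122 in kidney, 59 in limb muscle, 32 in liver, 1 in GAT, 0 in MAT and the rest in heart, and 468 under the criterion (301 and 167). The count moved most, to 145 (78 and 67), with a mean of at least 10 rpmm. In limb muscle miR-136-3p was lower in both contrasts, by a log2 fold change of -2.48 ± 0.19 (SE, adjusted p 1.31e-11) in IA, at 3.79 ± 1.12 against 26.5 ± 10.1 rpmm (SD, n = 8 each), and by -2.32 ± 0.20 (adjusted p 4.17e-10) in HA, at 4.50 ± 1.74 against 25.6 ± 1.79 rpmm (n = 7 each). In liver miR-465a-3p, miR-465b-3p and miR-465c-3p, whose values are equal or nearly so and cannot be separated from these reads, were higher by 3.04 ± 0.36 (adjusted p 9.88e-08) in IA and by 3.60 ± 0.39 (adjusted p 8.01e-09) in HA, at 32.8 ± 23.7 against 1.17 ± 0.61 rpmm.

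**Figure D3:**
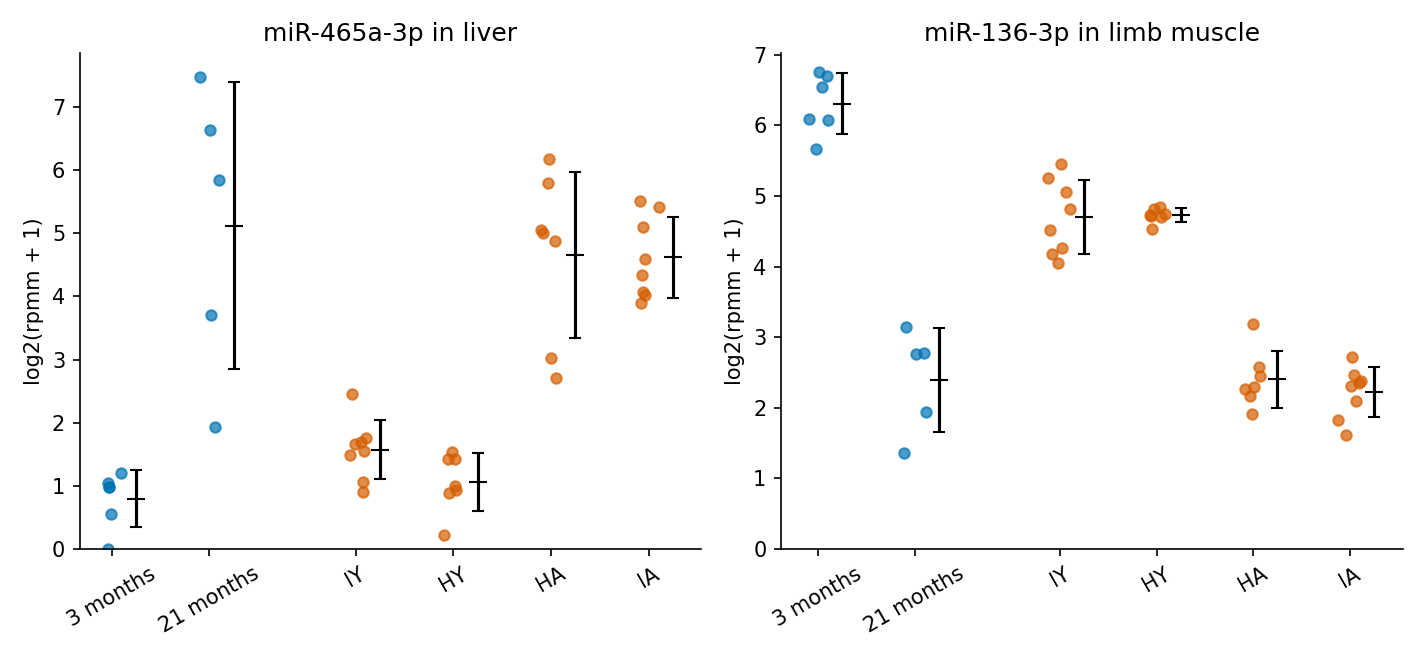
Log2(rpmm + 1) of miR-465a-3p in liver and miR-136-3p in limb muscle, at 3 and 21 months of the aging cohort and in the 4 parabiosis groups, with each point a library and bars for the mean and SD. miR-465a-3p is higher and miR-136-3p lower in the aged groups of both cohorts.

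HA against IA (REJ) asked what exposure to young blood changes in aged mice. limma called 31 of 3211 pairs of a miRNA and a tissue, 24 higher and 7 lower. Of these 24 were in GAT, 4 in kidney, 2 in heart and 1 in limb muscle. With only HA and IA in the fit limma called 1. edgeR called 69, 28 of them shared with limma. Leaving out 1 library gave 7 to 93, so single libraries decide the count. It was 7 without any one of the GAT libraries HA 2A, 5A, 12A and 14A or IA 6A, 7A and 19A, 9 without GAT HA 11A, 14, 15 and 17 without GAT IA 9B, 19B and 6B, 62 without GAT HA 20A and 93 without GAT HA 1A. In heart it was 69, 72 and 53 without HA 11A, 20A and 5A and 61 and 55 without IA 19A and 6A. In kidney it was 59 without HA 20A and 61 and 55 without IA 19B and 6A. Among the named miRNAs, those called with any 1 library of the contrast left out were miR-147-3p in kidney, higher by a log2 fold change of 1.16 ± 0.21 (SE, adjusted p 0.00184), at 16.5 ± 3.03 rpmm (SD, n = 6) against 7.17 ± 3.16 rpmm (n = 8), and miR-1895 in heart, higher by 1.78 ± 0.33 (adjusted p 0.00344), at 43.6 ± 22.9 rpmm (n = 7) against 13.3 ± 9.14 rpmm (n = 8). With only HA and IA in the fit the heart value did not pass (adjusted p 0.0878), and the kidney value did (adjusted p 0.0208). In GAT miR-196b-5p was lower by -2.46 (adjusted p 0.0309), and stayed under the threshold in 8 of 15 fits without 1 library. Under the ratio and p criterion 368 miRNAs passed (287 higher, 81 lower), of which 126 were in MAT and 108 in GAT. These were 372 (245 and 127) with miRNA-read scaling and with median-ratio scaling 349 (217 and 132).

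HY against IY (ACC) asked the reverse question in young mice. limma called 0 of 3211 pairs of a miRNA and a tissue and edgeR also 0, with 155 and 237 at an unadjusted p under 0.05. Without liver HY 20B limma called 1. Whether the effects of REJ and ACC differ was not tested. The ratio and p criterion gave 92, of which 41 were higher and 51 lower. They numbered 83 (52 higher, 31 lower) with miRNA-read scaling and with median-ratio scaling 66 (37 and 29). The count moved most, to 22, with a mean of at least 10 rpmm. Over the 6 tissues 748 pairs of a miRNA and a tissue met the ratio and p criterion for AGE. Of those meeting it for REJ, 289 met it for neither AGE nor ACC, 46 met it for AGE in the opposite direction and 27 in the same direction. Of those for ACC, 70 met it for neither AGE nor REJ, 10 met it for AGE in the same direction and 6 in the opposite one.

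MAT libraries of the parabiosis cohort differed in miR-216a-5p, a pancreas marker. Its median was 170 rpmm in IY, 555 in HY, 34.9 in HA and 3733 in IA, with a highest library of 8847 rpmm, against at most 39.2 rpmm in MAT and a median of 4237 rpmm in pancreas of the aging cohort. Over the 27 libraries it rose with the median of 14 other miRNAs that were at least 10-fold higher in pancreas than in MAT of the aging cohort (Spearman rho 0.893 and Pearson r 0.971, permutation p 1e-05 each, the smallest possible, adjusted p 5e-05 over 5 tests). Without the 2 farthest libraries r was 0.969. Within groups rho was 0.905 in IY (exact permutation p 0.00456, adjusted p 0.00761), 0.943 in HY (exact p 0.0167, adjusted p 0.0208), 0.6 in HA (exact p 0.242) and 0.964 in IA (exact p 0.00278, adjusted p 0.00694). In HA r was -0.538 without the 2 farthest libraries, so the relation there rests on those. With miR-216a-5p as a covariate the criterion count in MAT went from 126 to 44 for HA against IA and from 157 to 87 for IA against IY.

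**Figure D4:**
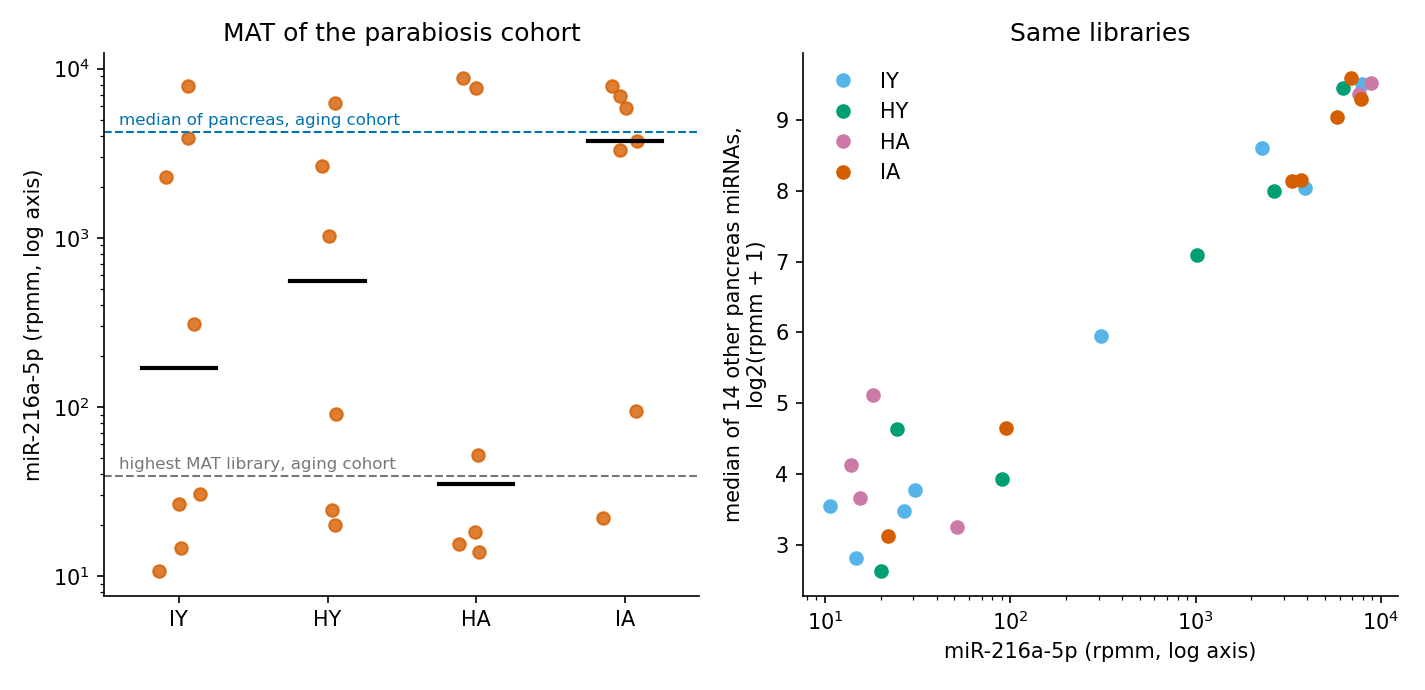
Left, miR-216a-5p (rpmm, log axis) in the 27 MAT libraries of the parabiosis cohort by group, with a black bar at the median, a dashed line at the highest MAT library of the aging cohort (39.2 rpmm) and one at its pancreas median (4237 rpmm). Right, the same values against the median log2(rpmm + 1) of 14 other pancreas miRNAs, with colour for the group.

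The study singles out miR-29c-3p in liver. Its rho with age in the aging cohort was 0.687 (permutation p 1e-05, the smallest possible, adjusted p 0.000135, n = 52), with Pearson r 0.615 (permutation p 1e-05), 0.572 without the 2 farthest libraries, and rho 0.684 within sets and 0.698 within plates. Over 11 alternatives rho ran from 0.519 to 0.735. The mean was 1617 ± 468 rpmm (SD, n = 6) at 3 months, 3175 ± 1393 rpmm (n = 5) at 21 months and 4424 ± 556 rpmm (n = 4) at 27 months. The difference of 21 and 3 months was 0.81 on the log2 scale (two-sided exact permutation p 0.104), and 1.26 (exact permutation p 0.00476) without replicate 17 of 21 months. HA was at 1991 ± 460 rpmm (n = 7) and IA at 2131 ± 475 rpmm (n = 8), a log2 difference of -0.09 (exact permutation p 0.581). It stayed between -0.18 (without HA 11A) and -0.03 (without IA 19A), with exact p from 0.251 to 0.851. HY was at 1807 ± 583 rpmm (n = 7) and IY at 1837 ± 429 rpmm (n = 8), a difference of -0.08 (exact permutation p 0.799) that was 0.26 (exact permutation p 0.00482) with miRNA-read scaling and 0.14 (exact permutation p 0.389) without HY replicate 2B. IA was higher than IY by 0.21 (exact permutation p 0.224). None of the 3 contrasts of the parabiosis cohort passed the threshold as deposited.

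**Figure D5:**
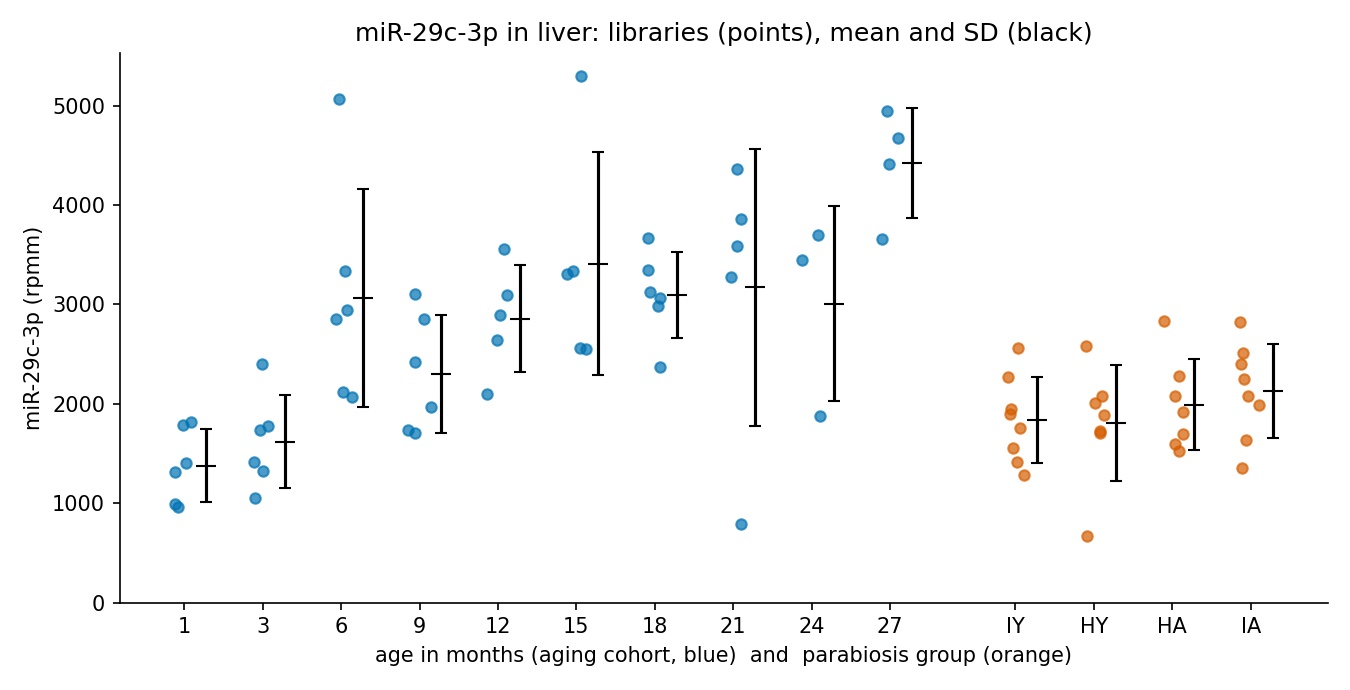
miR-29c-3p (rpmm) in liver by age in months (blue) and by parabiosis group (orange), with each point a library and bars for the mean and SD. The mean rises from 1617 rpmm at 3 months to 4424 rpmm at 27 months, and the 4 parabiosis groups have means from 1807 to 2131 rpmm.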

Values the study reported

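The study reported 771 samples of the aging cohort and 176 of the parabiosis cohort. It gave the average share of reads that mapped to miRNAs as 36.2%. In brain it described a fall of the snRNA share from 77.9% to 10.0% and a rise of the miRNA share from 9.1% to 28.5% over the lifespan, and in BAT a miRNA share that went from 4.1% to 26.4% and an rRNA share that went from 62.7% to 27.8%. Between 3 and 21 months it counted 31 differentially expressed tRNA fragments, of which 23 were lower at the later age. It counted 6 miRNAs with a negative correlation in limb muscle and in no other tissue, and 37 with a positive correlation in BAT and in no other tissue. Compared with 3 months, it counted 412 deregulated brain miRNAs at 12 months and 427 at 18 months. In parabiosis it counted 233 miRNAs deregulated in REJ alone, 43 in ACC alone, and 17 that changed with age and in the opposite direction in REJ. For miR-29c-3p in liver it described a rejuvenation effect 4 times as large as that of accelerated aging.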

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

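The test of the brain snRNA share, with the sets of title numbers it uses, was chosen only after that result was seen, and the tests of single libraries were chosen beforehand. A library stood apart by Dixon's rule, its gap to the nearest other library being too large a part of the range of its group, in 9 of 87 groups tested. Chance gives about 1 in 20 groups.

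In brain the snRNA share stood apart in replicate 28 at 1 month (60.5%, the others 10.02% to 13.2%), replicate 33 at 9 months (60.3%, the others 8.55% to 13.0%) and replicate 30 at 21 months (62.6%, the others 7.95% to 12.7%). The miRNA share of replicate 28 at 1 month was 4.52%, with the others at 24.7% to 34.4%, and that of replicate 33 at 9 months was 3.26%, with the others at 24.4% to 27.6%. All of these libraries carry title numbers from 25 to 36. At 18 months replicate 44 stood apart with 7.55% snRNA, the others at 11.4% to 12.0%, which lies within the 7.40% to 13.8% of the 39 brain libraries with other numbers. A candidate explanation for the first 3 libraries is a processing step done in sets of 12 libraries. All 12 of the highest snRNA shares fell in 1 set (shuffle p 1e-05, the smallest possible), at several ages and in both sexes, and over the other 15 tissues 1 of the 12 possible starting numbers, number 1 itself, explained as much variance of miRNA levels between sets. The labels name no such step, and no biological explanation was tested. The uneven spread of that set over the ages may also lie behind the brain miRNAs past the ratio at 12 and 18 months, ages with no library of the set while 3 months has 2 of 4. Without the set, the counts of 12 and 18 months added together went from 860 to 226. A miRNA past the ratio at both ages is counted at each. The median count of the other ages went from 286.5 to 172.5. Within ages, 564 of 659 brain miRNAs were lower in the set by the same ratio.

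miR-29c-3p in liver stood apart in replicate 17 at 21 months, at 788 rpmm with the others at 3271 to 4366 rpmm. The scaling by the authors is argued against, since with miRNA-read scaling the gap was still 0.742 of the range, above the critical value. RNA of another tissue stays open. miR-122-5p of that library was lower by -1.16 on the log2 scale with miRNA-read scaling, and miR-29c-3p by -1.65. A difference in depth stays open too. The library had 2.31 M mapped reads and the others of its age 15.7 to 25.4 M, and over the other 51 liver libraries depth and miR-29c-3p, taken relative to its age mean, had rho 0.0912 (permutation p 0.524) and Pearson r 0.144 (permutation p 0.315), with r 0.134 without the 2 farthest libraries. Of those libraries 1 was as shallow, with 2.29 M mapped reads. A difference between the mice was not tested. Without this library the difference of 21 and 3 months was 1.26 in place of 0.81.

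miR-29c-3p also stood apart in replicate 2B of HY in liver, at 667 rpmm with the others at 1703 to 2582 rpmm. Here the scaling by the authors is a candidate explanation. With miRNA-read scaling the library had 8535 and the others 7808 to 8893, and the gap came to 0.315 of the range, under the critical value. All miRNAs of the library summed to 78178 rpmm, against 193623 to 302976 rpmm in the others. Depth is argued against, since 24.1 M mapped reads lay among the 16.1 to 27.98 M of the others. RNA of another tissue stays open, with miR-122-5p at -0.22 on the log2 scale with miRNA-read scaling. Without this library HY against IY was 0.14 in place of -0.08.

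miR-337-3p in limb muscle stood apart in replicate 14A of HA, at 7.56 rpmm with the others at 2.78 to 4.23 rpmm. The scaling by the authors is argued against by a gap of 0.624 of the range with miRNA-read scaling. Counting error is argued against by 183 reads where the highest level of the others would give 102 (Poisson p 4.89e-13). The miRNAs of its chromosome 12 cluster were higher in this library by a median of 0.94 on the log2 scale, 53 of 53 in the same direction. Members of 1 cluster in 1 library are not independent, so whether the difference is one of the whole cluster stays open. A different make-up of the dissected muscle stays open as well, as untested.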

How the results depend on the processing

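Batch terms, identical RNAs counted once, edgeR, the miR-216a-5p covariate, brain without title numbers 25 to 36, the libraries closest to another tissue left out and the Welch t-test were chosen only after the results were seen, and the other alternatives before. Tissue explained 57.6% to 78.4% of the variance and all 8 classes differed between tissues in every alternative run.

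Class shares with age passed in 2 pairs, and in 1 with males only, 0 without the 1-month libraries, 0 without the 24- and 27-month libraries, 0 with plate means removed, 4 without rRNA, 5 with set means removed and 6 with identical RNAs counted once. Fewer libraries explain part of the lower counts, and for the others the cause was not tested.

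The 713 correlations became 324 with a mean of at least 10 rpmm (fewer miRNAs tested), 465 without the 1-month libraries, 1446 at rho 0.4, 272 at rho 0.6 and 1594 with the adjusted p as threshold. The 18 miRNAs in at least 5 tissues became 42 with miRNA-read scaling, 43 with median-ratio scaling, 6 with a mean of at least 10 rpmm, 4 without the 1-month libraries, 27 within sets, 71 at rho 0.4, 3 at rho 0.6, 85 with the adjusted p, 8 for at least 6 tissues and 43 for at least 4. For the scalings and the 1-month libraries the cause was not tested. Of the values of named miRNAs under other settings, 918 stayed on their side of the threshold, 108 fell under it, 8 rose over it and none changed direction.

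Later ages against 3 months gave 1745 calls, 814 with a mean of at least 10 rpmm and 917 adjusted over all RNAs, and 1567 to 2227 without 1 library. For 21 against 3 months the 300 calls became 125 with a mean of at least 10 rpmm, 174 with males only and 187 adjusted over all RNAs, and 255 to 445 without 1 library. The 41 tRNA fragments became 131 with a pseudocount of 0.1, 177 with miRNA-read scaling, 115 with median-ratio scaling, 95 with a mean of at least 10 rpmm, 5 with only both ages in the fit and 102 by edgeR, and 23 to 163 without 1 library. It was 163 without pancreas replicate 54 of 3 months, 64 without brain 50 of 3 months, 62 without GAT 01 of 21 months, 133, 121, 68, 121 without spleen 06, 11, 17, 29 of 3 months, 133 and 132 without spleen 09 and 21 of 21 months, 23 without small intestine 07, 11 or 24 of 3 months or 45 or 49 of 21 months, and 74, 82 and 65 without small intestine 02, 37 and 44 of 21 months. The cause was not tested. Sex gave 396 calls and 185 with a mean of at least 10 rpmm.

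Brain miRNAs past the ratio were 422 at 12 months and 438 at 18 months. They became 164 and 214 with miRNA-read scaling, 149 and 151 with median-ratio scaling, 666 and 705 with no filter, 238 and 244 with a mean of at least 10 rpmm, and 80 and 146 without title numbers 25 to 36. Without 1 library they were 216 (3 months, replicate 34) to 574 (replicate 50), with 239 without replicate 35, and 300 to 571.

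HA against IA gave 31 calls, 19 with a pseudocount of 0.1, 55 with miRNA-read scaling, 67 with median-ratio scaling, 16 with a mean of at least 10 rpmm, 1 with only both groups in the fit, 3 with partner means of isochronic pairs (fewer replicates), 20 adjusted over all RNAs and 69 by edgeR. With the pool as a covariate they were 22, 11 higher and 11 lower. Without 1 library they were 7 to 93, with 7 without GAT HA 2A, 5A, 12A, 14A, IA 6A, 7A or 19A, 9 without HA 11A, 14, 15 and 17 without IA 9B, 19B and 6B, 62 and 93 without HA 20A and 1A, 69, 72, 53, 61 and 55 without heart HA 11A, 20A, 5A, IA 19A and 6A, and 59, 61 and 55 without kidney HA 20A, IA 19B and 6A. For all but the fewer replicates the cause was not tested. The 368 under the criterion became 159 with a mean of at least 10 rpmm and 221 with a Welch t-test on rpmm, and 307 to 415 without 1 library. HY against IY gave 0 calls with limma (155 at an unadjusted p under 0.05), and 0 to 1 without 1 library, with 1 without liver HY 20B. Its 92 under the criterion became 154 with no filter, 22 with a mean of at least 10 rpmm, 46 with partner means, 60 with the pool and 56 with a Welch t-test on rpmm, and 70 to 120 without 1 library.

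IA against IY gave 261 calls, 133 with a mean of at least 10 rpmm, 71 with partner means, 163 adjusted over all RNAs and 158 with the pool, and 196 to 386 without 1 library. The 488 under the criterion became 200 with a mean of at least 10 rpmm, and 432 to 545 without 1 library. HA against HY gave 315 calls and 145 with a mean of at least 10 rpmm, and 273 to 343 without 1 library, and the 468 under the criterion became 183, and 443 to 510. With the pair as a replicate block over pairs with both partners, HA against HY gave 258 calls (142 higher, 116 lower) and 420 under the criterion. Partners deviated together from their groups in 25 of 39 heterochronic pairs, with a median r of 0.22 against -0.02 for mice that were not partners, and in 13 of 47 isochronic pairs, with a median r of -0.006 against -0.176. By tissue this held in 4 of 6, and in GAT and MAT the median r of partners was the lower one in both kinds of pair (-0.325 against 0.05 and -0.335 against -0.185 in GAT, -0.362 against 0.048 and -0.745 against -0.11 in MAT). No test of the difference was run.

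miR-29c-3p in liver reversed for HY against IY, from -0.08 to 0.26 with miRNA-read scaling, 0.22 with median-ratio scaling, 0.14 with the pool and 0.14 without HY replicate 2B, and -0.19 was the lowest without 1 library. HA against IA ran from -0.18 to -0.03 and IA against IY from 0.15 to 0.30 without 1 library. For 21 against 3 months, 0.81 became 0.328 (exact permutation p 0.396) with miRNA-read scaling and 0.313 (exact permutation p 0.487) with median-ratio scaling. The linear scale gave 1557.5 rpmm (exact permutation p 0.039), past the threshold, and leaving out 1 library gave 0.64 to 1.26, the highest without replicate 17 of 21 months. The cause was not tested.

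Depth limits RNAs near 1 rpmm, which rest on few reads in the shallowest libraries, of 2.29 M mapped reads.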

Other observations

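The tests of the sum of rpmm, of the position of the negative miRNAs, of MAT with miR-216a-5p as a covariate, of the skin library, and of other splits of the libraries were chosen only after the results were seen.

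Several explanations were weighed for the 80 positive correlations in BAT. A rise of the miRNA share of mapped reads with age is a candidate explanation, since 11 of the calls were left with miRNA-read scaling, and the share itself rose (rho 0.552, permutation p 0.00141, Pearson r 0.597, permutation p 0.00047, n = 31). The median rho of all miRNAs of BAT was 0.385 as deposited and 0.127 with miRNA-read scaling. Sex is argued against as the whole source by a median rho of 0.502 of these miRNAs in males only, where 42 calls were left, and a step done in sets of 12 libraries by 0.579 with the set means removed. With plate means removed the median was 0.443 and 24 calls were left. Without the 24- and 27-month libraries, which are all male, it was 0.390 and 8 calls were left, so most of the calls depend on these ages. Mapped reads and age had rho 0.305 (permutation p 0.0947) and Pearson r 0.317 (permutation p 0.0829), so depth cannot be told apart from age with 31 libraries. A change of the tissue itself with age would also raise the share and stays open.

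Of the 18 miRNAs called in at least 5 tissues, 17 were called within sets of 12 libraries as well, which argues against such a step as their source. For miR-155-5p, called in 7 tissues, more blood cells in older tissue would raise it together with the blood miRNAs. With miR-142a-3p and miR-150-5p removed, the median rho over those tissues was 0.589, which argues against this as the whole source. The values in BAT (0.214) and MAT (0.307) leave it open for these.

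Of the 13 negative miRNAs, 10 lie in a cluster on chromosome 12, from 109563692 to 109743795 of GRCm38, which holds 66 of the 582 miRNAs with a known position (Fisher's exact p 4.01e-08, odds ratio 30.5). Members of 1 cluster may be made together, so the 10 are not independent. The other 3, miR-296-3p, miR-296-5p and miR-298-5p, lie side by side on chromosome 2, from 174267047 to 174267585. The first of these share a precursor gene with each other, so the 3 are not independent either. The mean level of all tested miRNAs of the cluster, 17 to 66 per tissue, was higher at 1 than at 3 months in 15 of 16 tissues, with a median difference of 0.53 on the log2 scale. A fall between these ages alone is argued against by a median rho of -0.497 over the 70 calls of the 13 without the 1-month libraries, in place of -0.599, though 35 of the calls stayed past the threshold. For the 5 positive miRNAs the median rho over 34 calls went from 0.593 to 0.522, and 22 stayed. Against 3 months, the mean level of the cluster in limb muscle was -1.34 at 6 months and -2.11 at 21 months on the log2 scale. It was -0.83 and -0.72 in GAT, and -0.15 and -1.07 in SCAT. The rho values of the negative miRNAs therefore do not tell a steady fall from one that comes mostly by 6 months.

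Pancreatic tissue in MAT libraries of the parabiosis cohort is a candidate explanation for their pancreas miRNAs, for which the rank correlation with miR-216a-5p was 0.893. The most abundant members of the list reached 5163 rpmm (miR-148a-3p), 3668 rpmm (miR-141-3p) and 3532 rpmm (miR-200c-3p) in these libraries, against pancreas medians of 4160, 1732 and 1844 rpmm. MAT of the aging cohort held the first at a median of 135 rpmm. With miR-216a-5p as a covariate, the number of miRNAs past the ratio and p in MAT was 44 in place of 126 for HA against IA, and 87 in place of 157 for IA against IY. Without IY 10A, IY 16B and HA 5A, the MAT libraries closest to GAT, it was 63 and 73. Some of the miRNAs past the criterion in MAT may therefore reflect how much pancreas came with the fat. An effect of age or joining on the tissue stays open, as untested.

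RNA of a tissue other than the labelled one is a candidate explanation for the miRNA levels of replicate 24 of skin at 21 months. Over 25 miRNAs at least 10-fold higher in skin than in liver it had a median of 0.0317 of their level in skin, and over 9 with the reverse a median of 1.13 of their level in liver. Its rank correlation was 0.973 with liver and 0.821 with skin. Whether the label or the tissue taken differs stays open.

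The values of a library sum to a median of 1.85 M in the aging cohort, more than 1000000. The median was 1.32 M with RNAs of identical values counted once, a step that can only lower it. Whether reads were counted for every RNA they match therefore stays open.

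A reversal of the age difference in aged heterochronic mice would turn the log2 changes of HA against IA against those of 21 against 3 months. The rank correlation, which is across miRNAs that are not independent replicates, had a mean of -0.198 over 6 tissues (one-sided shuffle p 0.0163), and of -0.169 without MAT (p 0.0294). No tissue passed alone, with a lowest adjusted p of 0.351 over 12 tests. These values are consistent with a weak reversal, as a hypothesis. No library enters both contrasts, and a batch shared by HA or IA libraries was not excluded. Partners are not independent, and no shuffle that keeps pairs was run for these means. For HY against IY the mean was 0.0845 (one-sided shuffle p 0.153), which leaves an age difference brought forward in young heterochronic mice undecided with these numbers of mice.

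In random splits of the libraries into groups of the same sizes, the real one included, 2 of 100 gave as many calls over all later ages (limma, 1745), so chance can be excluded for the tissues together. By tissue 1 to 4 of 100 did in limb muscle, liver, skin, MAT, lung and small intestine and 5 (marrow) to 19 (spleen) in the other 9, where it cannot. For sex 3 of 100 gave as many, and 1 to 3 of 100 in each of the 9 tissues with calls, so chance can be excluded. For 21 against 3 months 17 of 100 did, so chance cannot be excluded for the total. It can by tissue in limb muscle (1 of 100, with 98 of the 300 calls), GAT, lung, MAT and marrow (2 each), heart (3) and small intestine (4), and cannot in the other 7, from 5 in liver and spleen to 26 in kidney. For tRNA fragments 42 of 100 did, so chance cannot be excluded, with 4 in heart, 9 in bone, 9 in brain and 18 in small intestine. For HA against IA 9 of 100 gave as many calls, which leaves chance open for the total, with 3 of 100 in GAT, which holds 24 of the 31 calls, 4 in limb muscle, 6 in kidney and 8 in heart. Under the ratio and p criterion 2 of 100 gave as many, which excludes chance for the total, but by tissue only heart (3 of 100) was under 5, with 6 in GAT, 6 in kidney, 7 in MAT, 30 in limb muscle and 41 in liver. For HY against IY the count of 0 is reached by all 100 splits whatever the groups, so that test says nothing, and 24 of 100 gave as many under the criterion (8 or more in each tissue), so chance cannot be excluded. For IA against IY and HA against HY, 1 of 100, the real one, gave as many over the tissues together by either count, so chance can be excluded there. By tissue it cannot for the calls of HA against HY in GAT (8 of 100), for the criterion of HA against HY in MAT (53), GAT (19) and liver (10), and for the criterion of IA against IY in liver (5) and MAT (9), which holds 157 of the 488. These splits move single mice, and partners are not independent. In all splits that keep isochronic partners in 1 group and heterochronic partners in different groups, 1 of 35 gave as many for IA against IY and 1 of 64 for HA against HY, by either count and the real one each time. For HA against IA 18 of 323 gave as many calls and 5 of 323 as many under the criterion, and for HY against IY 69 of 323 did under the criterion, so nothing changes for the totals. By tissue the 2 kinds of split disagree in places, and chance is left open there. For the criterion of HA against IA in GAT (14 of 323) and MAT (10 of 323), and of IA against IY in MAT (1 of 35), only the splits that keep pairs were under 1 in 20. For the calls in limb muscle of HA against IA (34 of 323) and of IA against IY (2 of 35), and for the criterion of IA against IY in limb muscle and kidney (2 of 35 each), only the splits of single mice were. The counts by tissue are not adjusted for the number of tissues. For the correlations 1 of 100 shuffles gave as many calls, and 1 of 100 as many called in at least 5 tissues. These shuffles were made within tissue and do not keep the tissues of a mouse together.

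The highest age mean of the brain snRNA share was 36.4% here. That is lower than the value quoted from the study above. The lowest age mean of the brain miRNA share was 16.3% here. That is higher than the value quoted from the study above. Of the tRNA fragments, 10 were lower at 21 months here. That is lower than the value quoted from the study above. The study found its lower fragments in bone, limb muscle, GAT and skin. Skin had 2 libraries at 21 months and was not tested here, so the tissues compared differ. The miRNAs past the criterion in ACC alone numbered 70 here. That is higher than the value quoted from the study above. Those past it in AGE and in the opposite direction in REJ numbered 46 here. That is higher than the value quoted from the study above. The study took p from t-tests and these counts rest on limma. With a Welch t-test on rpmm 51 were past the criterion in ACC alone, and 33 in AGE and in the opposite direction in REJ. For miR-29c-3p in liver, HA against IA was -0.09 and HY against IY was -0.08 on the log2 scale here. On the linear scale they were -140 and -29.8 rpmm (exact permutation p 0.565 and 0.914), so their ratio depends on the scale, and neither passed the threshold.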
